A study of Homo sapiens with 12 samples. Its data were reported in "RORγ is a targetable master regulator of cholesterol biosynthesis in a cancer subtype" (2019).

How the data were processed

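Chromatin immunoprecipitation sequencing was carried out in HCC70, an established triple-negative breast cancer cell line, after 24 h with vehicle or with XY018, a small-molecule antagonist of the nuclear receptor RORγ, which the sample labels give at 5 µM and the methods of the study at a lower dose. Antibodies against the transcription factor SREBP2, against RORγ and against the histone mark H3K27ac were each used on 1 vehicle and 1 XY018 library. Of the 12 samples, the 6 immunoprecipitated libraries entered the comparisons, and the 6 input libraries were not used here. Groups were taken from the labels of antibody and treatment, which left 1 library in each group.

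According to the methods of the study, reads were aligned to hg19 with BWA, and duplicate and multiply placed tags were removed. The same methods give MACS as the peak caller. Each deposited list held the peaks of 1 library. The fold enrichment, the summit pileup plus 1 over the local background plus 1, was the authors' own value for the peak, as were the −log10 p and −log10 q values the authors deposited. The deposited display score repeated the −log10 p on a capped scale and was not used. These values served to describe, rank or filter peaks within a list. The fold and −log10 p also gave the fragment numbers and depths that were compared between libraries, as described below. Peaks in the SREBP2 and RORγ lists were numbered without gaps, whereas the H3K27ac lists held part of longer call sets, with peak numbers reaching 245055 with vehicle and 241397 with XY018. The rule behind that selection is not given in the sources used here. No peak ended beyond its chromosome in the GRCh37 reference, the same build as hg19, and GENCODE 44 annotation lifted to that build gave genes and transcript starts.

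Regions on chromosomes 1 to 22 and X were compared. No peaks within a list overlapped, so no merging was needed. Regions were shared when they had at least 1 bp in common, and a vehicle region was called kept when it overlapped an XY018 region of the same antibody and lost otherwise. Shares were given exact (Clopper-Pearson) binomial 95% intervals, and fragment numbers exact Poisson 95% intervals. These intervals cover counting error only. With 1 library per group, no p-value was computed and no difference between libraries has a replicate check. Shares were set beside the mean of 100 random circular shifts of 1 of the lists along each chromosome. Differences in kept share were averaged over 10 equal-sized classes of the region's own vehicle fold. Promoters ran from 1000 bp upstream to 100 bp downstream of any annotated transcript start. Percentiles among 10000 random lists, matched by class of fold or pileup, describe these libraries only. Motifs were searched on both strands within 100 bp of the summit and 1000 bp to either side of it. The RORE core, AWNTRGGTCA, was taken as the binding element of ROR receptors, and the SRE, TCACNCCAC, as that of SREBP factors. This RORE core needs A or G before GGTCA. The putative ROREs mutated in the study's MVK and HMGCS1 reporters have T there, so the pattern misses them.

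The fold and −log10 p of each peak were inverted, under the Poisson model of MACS, to the number of fragments at the summit and the local background. Tail probabilities were summed on a log scale because some lie under the smallest number that double precision holds. Between 97.9% and 100% of regions in a list gave a whole number of fragments, with a tolerance of 5% of the step in −log10 p between neighbouring whole numbers, and the other regions were left out of the pileup comparisons. The most common local background was taken as the genome-wide one. Divided by the fragment length, the smallest region width in a list, it gave the tags per kb of mappable genome, the depth of each library. These values rest on the Poisson model and on the smallest width being the fragment length. Regions were paired between treatments by overlap, and at promoters the pair with the highest summed pileup was taken for each gene. Pileups were scaled by the genome-wide background, or in an alternative by tags per kb, which removes the difference in fragment length. In a comparison of regions with and without RORγ, the share of fragments that came from XY018 was averaged over 10 classes of the sum of both libraries' fragments. Under a single factor and counting error alone, that share does not depend on strength. It leaves out regions lost with XY018. The smallest sum of 40 was set first, and that of 80 was added once its result was seen. The pileup comparison was chosen after the data were examined. It was computed several times while errors were corrected, first tail probabilities that fell to 0 in the strongest regions and then promoter pairs taken at different transcript starts. The first error had placed H3K27ac at the comparison targets at an extreme percentile, which disappeared with its correction, and the values given are from the last version.

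On simulated data with known answers, the inversion recovered the exact fragment number in 100% of 5000 regions, including 1159 with the smallest tail probabilities. A true difference of 15 percentage points in kept share, over 100000 simulated regions, was returned as 14.7 points by the class-averaged estimate, against 36.0 points without classes. A true difference of 0 was returned as -0.247 points over the same number of regions. When all 65701 simulated regions fell by 1 factor, but vehicle strength was measured with counting error and the companion factor followed true strength, classes of measured strength left a difference of 4.98 points, and classes of true strength left 0.331 points. The size of that remainder depends on the simulated settings, so the class average does not remove error in the fold. In the same simulation, classes of the sum of both libraries left 0.0498 points in the share of fragments over 8829 regions. For the spread of ratios about a common one, 0.65% of 10000 simulated regions lay outside the 99% interval with 1 ratio, and 15.2% with an SD of 0.5 in log2 ratio. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, figures were drawn with matplotlib 3.10.9, and near-identical sequence copies were sought with minimap2 2.31 (at least 95% identity over at least 80% of the sequence within 100 bp of the summit).

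The main comparisons and these alternatives were set before the data were examined: stricter q thresholds, lists of equal length, made of the strongest regions, stricter definitions of overlap, no classes or classes of −log10 p, wider promoters, and another motif window and pattern. Other alternatives, named in the closing section, were added afterwards. The genes named were fixed in advance, except IDI1. Values in full were planned for HMGCS1, MVK, SQLE and another gene that is not reported here, and the other members of a list of 21 cholesterol biosynthesis genes were summarised, except that genes whose SREBP2 call changed could be named. Comparison genes were 6 SREBP2 targets outside the pathway, circadian genes, the efflux gene ABCA1, and GAPDH and ACTB. The strongest region in each vehicle list and the strongest lost SREBP2 region were also to be described. Chromosome Y was left out of the comparisons.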

Results

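Genome-wide occupancy of SREBP2 and RORγ, together with H3K27ac, a mark of active promoters and enhancers, was profiled in HCC70 breast cancer cells treated with vehicle or the RORγ antagonist XY018. Each of the 6 groups consisted of 1 library. Depth recovered from the peak values was 5.56 tags per kb for the SREBP2 vehicle library and 5.92 for the SREBP2 XY018 library. It was 4.04 and 3.65 tags per kb for RORγ, and 6.16 and 5.62 for H3K27ac, in the same order. Relative to vehicle, the XY018 libraries therefore had 1.07 times the tags for SREBP2, 0.904 times for RORγ and 0.913 times for H3K27ac. No comparison between treatments had a replicate check.

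The first question was how many sites each antibody marked under each treatment. SREBP2 gave 117441 regions with vehicle and 69700 with XY018, and their number fell by 40.7%. RORγ regions fell by 22.3%, from 167264 to 129954. H3K27ac regions were 10.8% more numerous with XY018, at 105371 against 95099. Of the alternatives set in advance, the strictest q threshold moved these numbers most. At q of at most 1e-05, SREBP2 regions still fell by 37.2%, from 51241 to 32180, whereas RORγ regions fell by 2.12%, from 34826 to 34087. H3K27ac regions were then 6.40% more numerous with XY018. Summed over regions, SREBP2 covered 49.3 Mb with vehicle and 32.0 Mb with XY018, RORγ 61.4 and 49.4 Mb, and H3K27ac 62.6 and 66.2 Mb. Promoters held 24.7% of SREBP2, 16.2% of RORγ and 28.0% of H3K27ac vehicle regions. At q of at most 1e-05 they held 43.2% of SREBP2 and 46.0% of RORγ vehicle regions, so the order of these factors depended on the threshold.

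**Figure D1:**
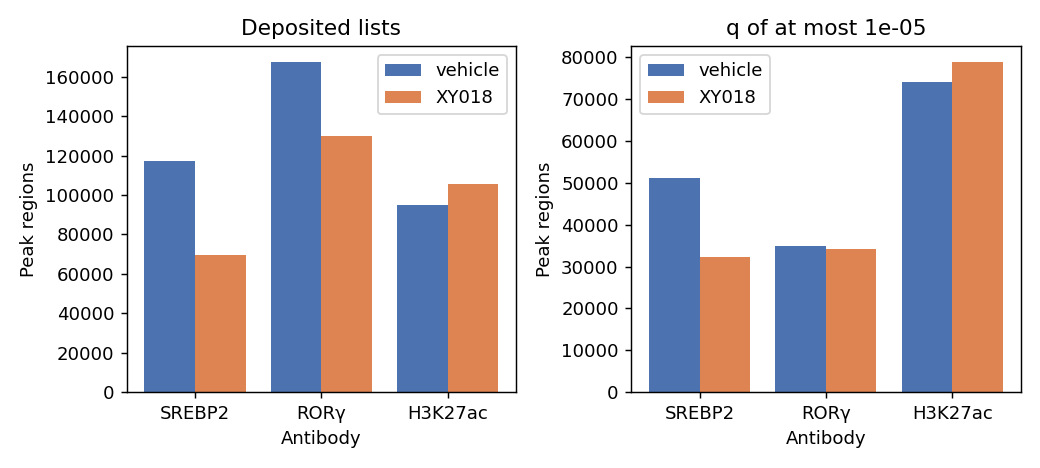
Bars show the number of peak regions (y axis) for each antibody (x axis) in the vehicle and XY018 libraries, 1 library per bar, as deposited (left) and at q of at most 1e-05 (right). SREBP2 fell from 117441 to 69700 regions in the deposited lists, while the RORγ numbers at the stricter threshold were 34826 and 34087.

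The region with the highest fold in the SREBP2 vehicle list lay on chromosome 7 at 750713 to 752884 (hg19), over a PRKAR1B promoter, with a fold of 44.3 and 111 fragments at the summit. That of the RORγ vehicle list lay on chromosome 9 at 140771291 to 140773594, over a CACNA1B promoter, with a fold of 73.4 and 152 fragments. That of the H3K27ac vehicle list lay on chromosome 19 at 39341390 to 39344435, over an HNRNPL promoter, with a fold of 126 and 272 fragments. The SREBP2 vehicle region with the highest fold among those lost with XY018 lay within the YBX2 gene, outside its promoter window, on chromosome 17 at 7192720 to 7193153, with a fold of 17.3 and 34 fragments. It overlapped RORγ and H3K27ac regions under both treatments.

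The overlap of the 2 factors in vehicle-treated cells was examined next. Of the RORγ vehicle regions, 34.6% (95% interval 34.4 to 34.8%) overlapped an SREBP2 vehicle region, against 3.72% for shifted lists. Of the SREBP2 vehicle regions, 49.0% (48.7 to 49.3%) overlapped a RORγ region, against 5.34%. Both shares depended on the threshold. At q of at most 1e-05 they were 86.7% (86.3 to 87.0%) and 60.7% (60.3 to 61.2%), against 2.95% and 2.08% for shifted lists.

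To ask which sites remained with the antagonist, vehicle regions were matched to XY018 regions. SREBP2 regions were kept in 39.8% of cases (39.5 to 40.1%), RORγ regions in 36.4% (36.2 to 36.6%) and H3K27ac regions in 69.3% (69.0 to 69.6%). In the reverse direction, 70.2% of SREBP2, 47.7% of RORγ and 62.7% of H3K27ac regions called with XY018 were present with vehicle. At q of at most 1e-05, the kept shares were 60.3% for SREBP2, 80.6% for RORγ and 71.3% for H3K27ac, and 98.3% of the SREBP2 XY018 regions were present with vehicle. With SREBP2 lists of equal length the kept share was 62.2%, the alternative that moved it most. The kept share of SREBP2 was therefore above that of RORγ in the deposited lists and below it at the stricter threshold.

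Numbers of calls depend on thresholds, and summit pileups over the genome-wide background were compared as well. Among the 10000 strongest regions, the median XY018 to vehicle ratio for SREBP2 was 0.617 when regions were selected with vehicle and 0.680 when they were selected with XY018. Averaged over both selections on a log scale, it was 0.648. Scaling by tags per bp, which leaves out the difference in fragment length between these 2 libraries (185 and 205 bp), gave 0.718. Pileup was lower with XY018 in 99.6% of the SREBP2 regions selected with vehicle and called in both libraries (9992 regions). Among SREBP2 regions selected with XY018 that share was 97.7%. Both shares rest on scaling by the genome-wide background. For RORγ the ratio was 0.956 or 1.03, depending on the selection, with a mean of 0.994, and no direction held. For H3K27ac it was 1.26 or 1.31, with a mean of 1.29.

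**Figure D2:**
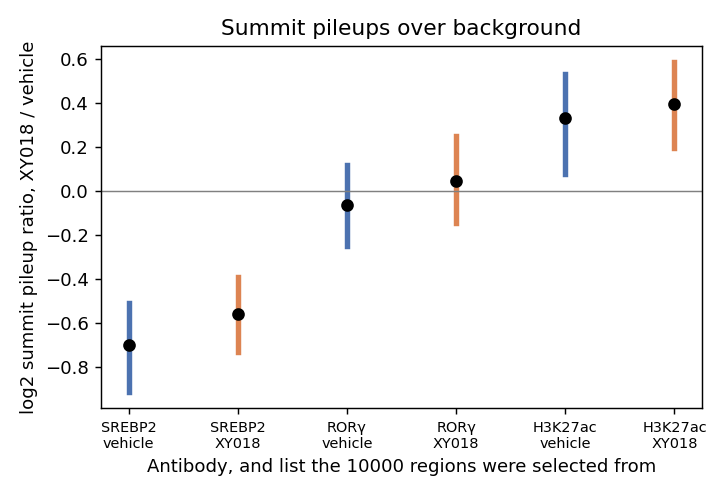
The log2 ratio of summit pileup over background, XY018 to vehicle (y axis), is shown for the 10000 strongest regions selected from the vehicle or XY018 list of each antibody (x axis). Points are medians and bars run between the quartiles across regions. The SREBP2 medians are -0.70 and -0.56, those of RORγ lie on either side of 0, and those of H3K27ac are 0.33 and 0.39.

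Whether SREBP2 sites were lost together with RORγ co-occupancy was then examined. SREBP2 vehicle regions with a RORγ region were kept in 69.1% of cases and those without in 11.6%. Much of that difference went with strength. Within classes of vehicle fold, the kept share was 17.0 percentage points higher (16.0 to 18.1) with RORγ than without it. The difference was 57.4 points with no classes, the alternative that moved it most. SREBP2 regions without a RORγ call were thus lost more often at like measured strength. Error in the measured fold was not removed by the classes, and the strongest class held only 38 regions without RORγ. Of SREBP2 vehicle regions at q of at most 1e-05, 90.0% of those with a region in the deposited RORγ list and 36.1% of those without were called with XY018. Their median pileup ratios were 0.602 and 0.494, but their median vehicle pileups were 26.3 and 13.6 times background. Regions called in both libraries were then compared within classes of the sum of both libraries' fragments. Among those with at least 40 fragments in all, the share of fragments from XY018 was 42.0% with RORγ (24108 regions) and 45.2% without (512 regions), and the difference of -3.19 points (-4.30 to -2.08) ran the other way. With at least 80 fragments, only 4 regions were without RORγ.

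**Figure D3:**
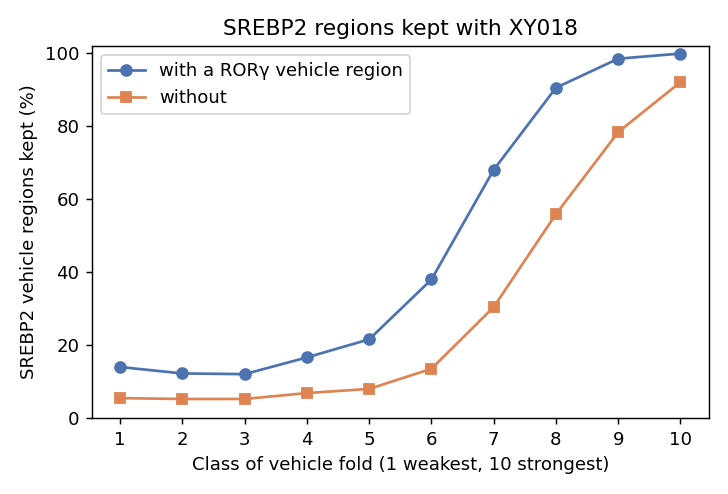
The share of SREBP2 vehicle regions kept with XY018 in percent (y axis) is drawn for 10 equal-sized classes of vehicle fold (x axis), for regions with and without a RORγ vehicle region. In class 7, 68.1% of regions with and 30.5% of those without RORγ were kept.

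For H3K27ac, 63.1% of vehicle regions with no SREBP2 region were kept, 69.3% of those with only lost SREBP2 regions, and 86.0% of those with a kept one. Within classes of H3K27ac fold, the kept share was 1.04 points higher (0.257 to 1.82) where SREBP2 was lost than where it was kept. This small difference changed sign at q of at most 0.01 (-0.884 points), with lists of equal length (-1.45 points) and with no classes (-16.6 points), so no direction was established.

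The cholesterol biosynthesis pathway was the focus of the study. Of its 21 genes, 18 had an SREBP2 promoter region with vehicle and 17 with XY018, the gene that differed being CYP51A1. RORγ promoter regions were present at 16 and 13 genes, the genes that differed being CYP51A1, HMGCS1 and IDI1, of which IDI1 was named after its values were seen. H3K27ac regions were present at 20 genes under both treatments. The 5 kb window moved these numbers most for RORγ, to 20 and 16. Across 20090 protein-coding genes, SREBP2 was called at 70.6% of promoters with vehicle and 62.7% with XY018, RORγ at 62.7% and 61.5%, and H3K27ac at 66.8% and 68.0%. Both factors were called with vehicle at 16 of the 21 genes. All 18 vehicle SREBP2 regions at these promoters overlapped an XY018 region (interval 81.5 to 100%), that of CYP51A1 through a region outside the promoter window. Matched sets of other promoters had a median of 83.3%, and 99.4% of those sets lay lower. At q of at most 0.01 the number kept was 16 of 18, and 70.1% of the matched sets lay lower.

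Summit pileup of SREBP2 was lower with XY018 at 17 of the 17 cholesterol promoters called at the same site in both libraries, with a median ratio of 0.597, and at 16 of them when scaled by tags. Other promoters had a median of 0.621, and the cholesterol list stood at percentile 27.9 of lists matched on vehicle pileup, 53.9 on XY018 pileup and 40.1 on the mean of both. It thus lay within the range of other promoters. The RORγ ratio was 0.976 over 13 genes, at percentile 42.7. The H3K27ac ratio was 1.20 over 20 genes, of which 7 were lower, at percentile 12.4 matched on vehicle pileup, 7.81 on XY018 pileup and 8.99 on the mean of both. At 6 SREBP2 targets outside the pathway the SREBP2 ratio was 0.609, at percentile 44.2, and the H3K27ac ratio was 1.21, at percentile 24.2. The RORγ ratio over 5 of these genes was 1.35, at percentile 97.8 matched on vehicle pileup, 98.98 on XY018 pileup and 98.8 on the mean of both. It was 1 of 6 list medians compared, each matched in 3 ways.

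Among 4 circadian genes, 3 had an SREBP2 promoter region under both treatments, with ratios between 0.423 and 0.768. RORγ regions were called at 3 of them with vehicle and 2 with XY018, with ratios of 0.645 and 0.717 at the genes called in both. H3K27ac regions were called at 4, with ratios between 1.16 and 1.57. At the promoter of the efflux gene ABCA1 the summit held 23 SREBP2 fragments with vehicle and 13 with XY018, 5 and 12 RORγ fragments, and 44 and 63 H3K27ac fragments.

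At the SQLE promoter, on chromosome 8 at 126010218 to 126011273, the SREBP2 summit held 54 fragments (40.6 to 70.5) with vehicle and 29 (19.4 to 41.6) with XY018, a ratio over background of 0.455. MVK, on chromosome 12 at 110011505 to 110011834, had 17 and 12 fragments, and HMGCS1, on chromosome 5 at 43313495 to 43313687, had 8 and 5. At SQLE each value lay outside the interval of the other library, although the ends of the intervals overlapped. At MVK and HMGCS1 each value lay within the interval of the other, and a difference was not detectable at this depth. GAPDH had 38 and 43 SREBP2 fragments and ACTB 58 and 56, also within those intervals. Their ratios over background were 0.958 and 0.817, and that of GAPDH rose to 1.06 when scaled by tags, so no direction held for it. H3K27ac fragments were 61 and 88 at SQLE, 45 and 61 at MVK, and 22 and 16 at HMGCS1. The values at HMGCS1 lay within each other's intervals, and those at SQLE and MVK lay outside them.

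**Figure D4:**
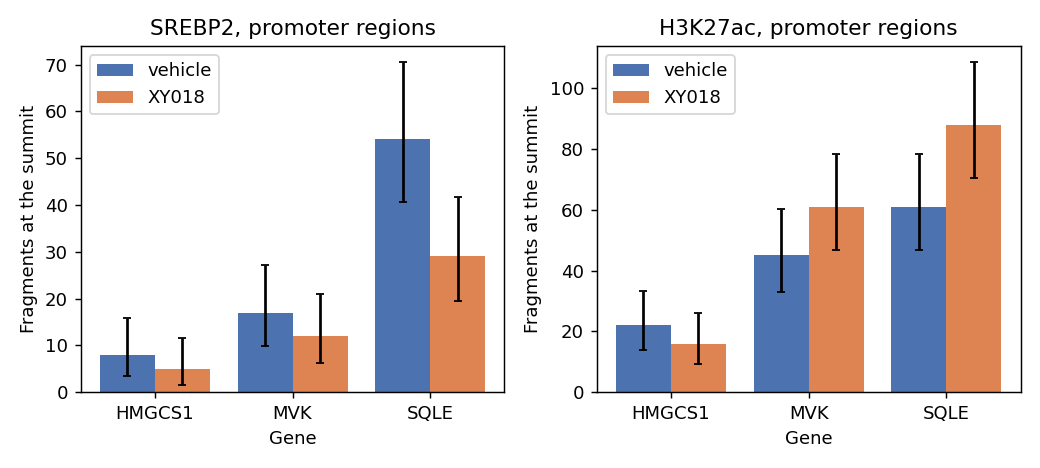
Fragments at the summit (y axis) of promoter regions of 3 cholesterol biosynthesis genes (x axis) are shown for SREBP2 (left) and H3K27ac (right), 1 library per bar, with exact Poisson 95% intervals and no scaling for depth. SREBP2 fragments at SQLE were 54 with vehicle and 29 with XY018.

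Finally, motifs were counted because the study reported ROREs among the top motifs of SREBP2 peak regions, shown for peaks diminished by XY018. The study searched for enriched known and de novo motifs with HOMER and filtered the output by hand. Here fixed patterns were counted against flanks, and the RORE core misses the elements mutated in the study's MVK and HMGCS1 reporters. The counts are therefore no check of the study's motif result. The RORE core was present at 0.142% of SREBP2 vehicle summits and at 0.515% of positions 1 kb away. Within classes of fold, lost regions carried it 0.658 percentage points more often than kept ones (-0.693 to 2.01), a difference that could not be told from 0. Its size rested on the strongest class, where 1 of only 14 lost regions carried the motif. It was 0.0599 points at q of at most 0.01 and 0.0265 points with no classes, and it changed sign with a 50 bp window (-0.0164 points) and with an extended motif (-0.00501 points). The SRE was present at 2.42% of SREBP2 vehicle summits and 1.66% of flanking positions, and at q of at most 1e-05 at 0.986% and 1.56%. GC content was 70.1% at the stricter summits and 52.9% in their flanks.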

Values the study reported

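The study reported 31,543 RORγ binding sites and 48,144 SREBP2 binding sites of high confidence in HCC70 cells. It stated that 86.8% of the RORγ sites were shared by SREBP2 and that 56.9% of the SREBP2 sites were co-bound by RORγ.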

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

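The tests of the depth of the H3K27ac and RORγ libraries were chosen only after the result was seen.

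H3K27ac regions were 10.8% more numerous with XY018, while SREBP2 regions fell by 40.7% and RORγ regions fell by 22.3%, so that list lengths moved in opposite directions under the same treatment. RORγ regions fell by 2.12% with q of at most 1e-05. The difference between antibodies was not tested, since each group held 1 library. Higher depth is argued against as the source of the H3K27ac rise, because the XY018 library had 0.913 times the tags of the vehicle library. Splitting into shorter pieces is argued against too, because the list was still 8.02% longer after regions under 1 kb apart were merged. Lower depth is argued against for the SREBP2 fall, since the XY018 library had 1.07 times the tags. For the RORγ fall lower depth stays open, since the XY018 library had 0.904 times the tags and depth goes with treatment in single libraries. The rule by which the deposited H3K27ac peaks were selected is not given in the sources used here and stays open for the list lengths. Differences in immunoprecipitation between single libraries and an effect of XY018 both stay open, as untested.

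Chromosome Y was outside the comparisons, yet held 55 SREBP2 regions with vehicle and 36 with XY018, and 111 and 93 RORγ regions, all above the 3 that a count of 0 allows. Tags from near-identical sequence on other chromosomes are a candidate explanation. Of the called Y positions, 21.9% had such a copy, against 25.5% of 200 random Y positions. The share was 12.7% with vehicle and 13.9% with XY018 for SREBP2, and 23.4% and 29.0% for RORγ. Tags from such copies cannot be told apart from other sources, because random positions include sequence where uniquely placed tags could not fall. Most of the called positions also had no such copy. No biological explanation was tested.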

How the results depend on the processing

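The q of at most 1e-05 and H3K27ac-limited values of the RORγ difference, the RORE difference with no classes, and every summit pileup value, were chosen after seeing the data, while the other alternatives were set before the data were examined. Of 122 alternative values, 60 stayed within their interval, their side of a range or 1.5 times their count, 56 moved and 6 changed direction. Where no cause is named, the cause was not tested.

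By construction, stricter thresholds shortened the lists. SREBP2 regions numbered 51241 and 32180 (vehicle, then XY018) at q of at most 1e-05, and RORγ regions 92814 and 72689 at q of at most 0.01 and 34826 and 34087 at q of at most 1e-05. Leaving overlapping peaks unmerged was void as an alternative, as no peaks within a list overlapped. So was scaling RORγ and H3K27ac by tags, as both libraries of each had equal fragment lengths. These 8 void values are left out of the totals.

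The share of RORγ regions shared with SREBP2 was 47.5% at q of at most 0.01, 86.7% at 1e-05, 43.5% with lists of equal length, 32.0% with an overlap of 50% of the shorter region and 22.8% with summits within 100 bp. In the other direction the shares were 51.0%, 60.7%, 43.96%, 45.5% and 32.4%. The kept share of SREBP2 was 47.1%, 60.3%, 62.2%, 38.4% and 29.7%, that of RORγ 45.8%, 80.6%, 42.7%, 33.0% and 24.6%, and that of H3K27ac 71.3% at 1e-05, 66.8%, 67.6% and 47.4%.

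The higher kept share of SREBP2 with RORγ held its direction in every alternative run. It was 20.9 points at q of at most 0.01, 21.9 with equal length, 57.4 with no classes, 15.8 with classes of −log10 p, 32.1 at q of at most 1e-05 and 27.1 at that threshold inside H3K27ac regions. The H3K27ac difference changed sign to -0.884 at q of at most 0.01, -1.45 with equal length and -16.6 with no classes. The numbers of cholesterol genes with a promoter region stayed within 1.5 times in every alternative run, and the kept share of their SREBP2 regions was between 88.9% and 100%. The RORE difference changed sign to -0.0164 with a 50 bp window and -0.00501 with the extended motif, and was 0.0265 with no classes.

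The SREBP2 pileup ratio was 0.617 selected with vehicle, 0.680 selected with XY018 and 0.718 scaled by tags. The RORγ ratio was 0.956 and 1.03, on either side of 1, and the H3K27ac ratio 1.26 and 1.31. Selecting regions in a list raises that list's own pileups, so the first pair of each differ by construction. Depth limits single promoters, where a summit held as few as 5 fragments.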

Other observations

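The tests of a single factor against the loss by RORγ, the test of weak calls in the strongest classes, the comparisons of pileups, the overlap by H3K27ac at q of at most 1e-05, and the values of the RORγ difference at q of at most 1e-05 or inside H3K27ac regions were chosen only after the main results were seen.

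The share of RORγ regions shared with SREBP2 was 34.6% in the deposited lists. That is lower than the value quoted from the study above. The deposited RORγ vehicle list held 167264 regions. That is higher than the number quoted from the study above. The deposited SREBP2 vehicle list held 117441 regions. That is higher than the number quoted from the study above. The deposited lists hold the calls of single libraries, whereas the study's sets were of high confidence, so these are unlike sets. At q of at most 1e-05 the lists held 34826 RORγ and 51241 SREBP2 vehicle regions, and 86.7% of the former were shared.

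Whether the fall in SREBP2 pileup was a single factor cannot be told. Of the 10000 regions with the highest sum of both pileups, 1.10% lay outside the 99% interval about the common ratio, where counting error alone gives 0.711%, and more lay above it (0.82%) than below (0.28%). The shares outside were 3.11% for RORγ and 15.7% for H3K27ac. Single libraries set against counting error do not decide this. The cholesterol promoters, at percentile 27.9, did not stand apart from other promoters. A weaker immunoprecipitation and a general loss of SREBP2 from chromatin would both give a common fall, and they cannot be told apart, because each treatment had 1 library.

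That SREBP2 regions without RORγ were lost more often is argued against as an effect only of calls outside acetylated chromatin, since the difference was 16.9 points inside H3K27ac regions. Weak calls near the threshold are argued against as the whole cause: at the deposited threshold the difference was 20.8 points (17.7 to 24.0) over the 3 strongest classes of vehicle fold, where −log10 p was at least 12.3. In class 2, among the weakest, 12.3% of regions with RORγ and 5.28% of those without were kept, against 90.6% and 55.9% in class 8. The gap narrowed in the strongest classes, to 98.5% and 78.4% in class 9 and 99.9% and 92.1% in class 10. The 32.1 points at q of at most 1e-05 add nothing here, as that setting only moved the threshold. A single factor stays open for these 32.1 points, because counting error in the measured strength is not removed, although a simulation left only 4.98 points. Within classes of the sum of both libraries, regions without RORγ did not fall further: the difference in the share of fragments from XY018 was -3.19 points, in the other direction. That comparison covers strong regions called in both libraries, and single libraries against counting error leave it undecided. Vehicle calls that are false, and a difference in GC bias between the libraries, were not tested. A dependence of SREBP2 binding on RORγ stays open too, as untested. For the overlap of the factors, shared acetylated chromatin stays open. Outside H3K27ac regions the share of RORγ regions shared with SREBP2 was 7.0 times that of shifted lists, against 15.3 times inside them. At q of at most 1e-05, 71.9% were shared outside and 99.1% inside. Those shares were 28.5 and 30.4 times those of shifted lists. With 99.1% shared, the ratio inside could hardly be higher. These ratios therefore do not show whether the excess was similar outside and inside. The deposited H3K27ac lists are partial, so acetylated chromatin may remain among the regions outside them.

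At q of at most 1e-05 RORE was present at 0.0833% of RORγ vehicle summits and 0.451% of positions 1 kb away, a result that GC-rich sequence could give. Among 50 motifs of the same bases in shuffled order, 40% were at least as depleted as RORE when motifs with CG were left out, and 48% when they were allowed. No biological explanation was tested. Near-identical copies were found for 6 of the 200 strongest SREBP2 and RORγ vehicle regions, against 2 of 100 random regions of each list, too few to decide whether copies raise their fold.

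Among 6 medians of promoter lists, each matched in 3 ways, the RORγ ratio of 1.35 at 5 SREBP2 targets outside the pathway stood at percentile 97.8 matched on vehicle pileup, 98.98 on XY018 pileup and 98.8 on the mean of both. With 5 genes, of which 2 were lower, and no replicate, this value carries little weight.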
